# *Lactobacillus paracasei* subsp. *paracasei* 2004 improves health and lifespan in *Caenorhabditis elegans*

**DOI:** 10.1038/s41598-024-60580-y

**Published:** 2024-05-07

**Authors:** Saya Kishimoto, Masanori Nono, Yutaka Makizaki, Yoshiki Tanaka, Hiroshi Ohno, Eisuke Nishida, Masaharu Uno

**Keywords:** *Caenorhabditis elegans*, Lactic acid bacterium (LAB), Health, Longevity, The IIS pathway, Genetics, Gene expression

## Abstract

Recent research has highlighted the importance of the gut microbiome in regulating aging, and probiotics are interventions that can promote gut health. In this study, we surveyed several novel lactic acid bacteria to examine their beneficial effect on organismal health and lifespan in *C. elegans*. We found that animals fed some lactic acid bacteria, including *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004, grew healthy. Supplementation with the lactic acid bacterial strains *L. acidophilus* 1244 or *L. paracasei* subsp. *paracasei* 2004 significantly improved health, including food consumption, motility, and resistance to oxidative stressor, hydrogen peroxide. Our RNA-seq analysis showed that supplementation with *L. paracasei* subsp. *paracasei* 2004 significantly increased the expression of *daf-16*, a *C. elegans* FoxO homolog, as well as genes related to the stress response. Furthermore, *daf-16* deletion inhibited the longevity effect of *L. paracasei* subsp. *paracasei* 2004 supplementation. Our results suggest that *L. paracasei* subsp. *paracasei* 2004 improves health and lifespan in a DAF-16-dependent manner.

## Introduction

Recent research has revealed the crucial role that the human microbiome plays in regulating the aging process^1^. Studies have shown that changes in the composition of the microbiome can influence age-related decline in organ function and the onset of age-related diseases, such as Alzheimer’s disease and cardiovascular disease^2–10^. The microbiome supports the immune system, aids in digestion and metabolism, and helps prevent colonization by pathogenic microorganisms^11^. These functions are essential in older adults because they could help delay age-related changes in the body and improve overall health^12–15^. Therefore, understanding the role of the microbiome in aging regulation is critical for developing interventions that can promote healthy aging and prevent age-related diseases.

The diversity of the gut microbiome is established early in life and is shaped by a variety of factors: birth and early life, diet, antibiotic use, age, geography, and lifestyle^12–15^. As individuals age, the diversity of the gut microbiota tends to decrease, with certain bacteria becoming more abundant while others decline^12,14^. This shift in microbial composition has been associated with alterations in gut permeability, inflammation, and immune function, which may contribute to the development of age-related diseases^2,6–8,10^. For example, some studies have found that the gut microbiota of elderly individuals is more pro-inflammatory and less diverse than that of younger individuals^12–15^ and that these changes are associated with an increased risk of conditions such as cardiovascular disease and dementia^2,8^. In *Drosophila*, transplantation of the microbiota from aged donor flies to young recipient flies changes the microbiota and decreases lifespan^16^. Conversely, transplantation of the microbiome from young fish to middle-aged fish alters the microbiome composition of the older recipient and significantly increases the lifespan in killifish^17^. Fecal microbiome transplantation from wild-type to progeria mice recipients enhances health and lifespan^18^. These lines of evidence suggest a crucial role of the microbiota in lifespan regulation.

Keeping the gut microbiome in good condition could contribute to health and longevity. Interventions to maintain the gut microbiome in good condition are a matter of interest. Probiotics are live microorganisms that are administered to promote gut health adequately: probiotics represent an essential group of beneficial consumed microorganisms found in fermented foods such as yogurt, kefir, and sauerkraut, as well as in supplemental forms^19,20^. Administration of the probiotic *Lactobacillus* GKM3 promotes longevity and memory retention in SAMP8 mice, a model of accelerated aging^21^. Supplementation with *Akkermansia muciniphila* improves insulin sensitivity and reduces insulinemia and plasma total cholesterol levels in volunteer humans^22^. Some probiotics have been shown to increase lifespan in *Caenorhabditis elegans*: lactic acid bacteria (*Lactobacillus gasseri* SBT2055 and *Lactobacillus rhamnosus* CNCM I-3690) and non-lactic acid bacteria (*Propionibacterium freudenreichii*) increase the lifespan of *C. elegans*^23–25^. Other probiotics might be beneficial for improving health and longevity.

In this study, we surveyed several lactic acid bacteria to find their beneficial effects on health and lifespan. To this end, *C. elegans*, one of the most used model organisms in aging research, was fed with several lactic acid bacteria after their development, and we examine the effect of lactic acid bacteria administration on growth, health, and longevity.

## Results

To identify the lactic acid bacterial strain that positively regulates the lifespan of *C. elegans*, we first examined the effect of lactic acid bacterial strains on the growth of the animals. Age-synchronized germ-free populations can be obtained by treating animals with bleach. We focused on analyzing the beneficial effects of lactic acid bacteria on health and longevity rather than on their impact on development. Therefore, Day1 adult animals (after completion of development: 3 days after synchronization) were fed lactic acid bacterial strains (*L. acidophilus* 1244, *L. gasseri* 2000*,* 2100*,* 8063*,* and 8064, *L. paracasei* subsp. *Paracasei* 2004 and 2005, *L. gasseri* 2093, and *L. johnsonii* 2095 and 2096), including the lactic acid bacterial strain *L. rhamnosus* CNCM I-3690, which has been shown to extend the lifespan of wild-type animals^25^, for 3 days, and the length of the animals was measured. Animals fed lactic acid bacterial strains except for *L. rhamnosus* CNCM I-3690 and *L. paracasei* subsp. *Paracasei* 2004 were significantly shorter than animals fed *E. coli* OP50; animals fed *L. rhamnosus* CNCM I-3690 or *L. paracasei* subsp. *Paracasei* 2004 was not significantly shorter (Fig. 1A, B and Table S1). Furthermore, animals grew almost normally when fed some lactic acid bacteria (*L. rhamnosus* CNCM I-3690, *L. acidophilus* 1244, *L. gasseri* 2000, and *L. paracasei* subsp. *Paracasei* 2004 and 2005), while most animals displayed bags of worms (state of animals where many fertilized eggs, normally laid outside, overly remained in the germline, one of the egg-laying defects^26^; Fig. 1A, arrowhead) when fed other lactic acid bacteria (*L. gasseri* 2100*,* 8063, and 8064*, L. gasseri* 2093, and *L. johnsonii* 2095 and 2096). Bags of worms are induced when animals are subjected to harsh environments such as fasting^27^. We thus focused on the lactic acid bacterial strains that did not induce egg-laying defects and examined their effect on lifespan. Our measurements showed that animals fed lactic acid bacterial strains (*L. acidophilus* 1244, *L. gasseri* 2000, and *L. paracasei* subsp. *paracasei* 2004 and *2005*) as well as the *L. rhamnosus* CNCM I-3690 strain lived significantly longer than animals fed control food (*E. coli* OP50) (Fig. 1C and Table S2). These results suggest that some lactic acid bacterial strains have the potential to positively regulate lifespan.

**Figure 1:**
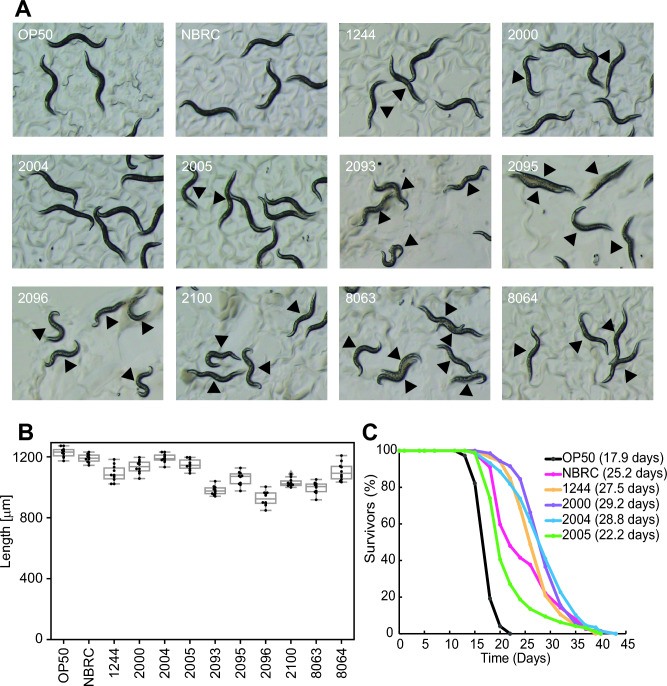
*L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 supplementation extends lifespan. (**A**) Representative images of wild-type animals fed the indicated bacterium for 3 days from Day 1 of adulthood. Feeding some lactic acid bacterial strains (*L. acidophilus* 1244, *L. gasseri* 2000*,* 2100*,* 8063*, and* 8064, *L. paracasei* subsp. *paracasei* 2004 and 2005, *L. gasseri* 2093, and *L. johnsonii* 2095 and 2096) lead to bags of worms, one of the egg-laying defects. Arrowheads indicate animals showing bags of worms. (**B**) The body length of animals fed the indicated bacterium on Day 4 of adulthood. Feeding lactic acid bacterial strains except for *L. rhamnosus* CNCM I-3690 and *L. paracasei* subsp. *paracasei* 2004 shortened the body compared with *E. coli* OP50 feeding. See Table S1 for detailed statistics. (**C**) Survival curves of animals fed the indicated bacterial strains. Feeding lactic acid bacterial strains extended the lifespan compared with *E. coli* OP50 feeding. See Table S2 for detailed statistics.

We focused on *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004, both of which extended the lifespan (Fig. 1C and Table S2), because *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 had the strongest and the weakest effect on body size, respectively, among the strains that extended lifespan (Fig. 1B and Table S1). We then examined the effect of these lactic acid bacterial strains on health as well as lifespan. To this end, animals were fed lactic acid bacteria for 3 days from Day 1 of adulthood and then we examined the pumping rate, the bending rate, and oxidative stress resistance, all of which are indicators of health^28^, using middle-aged animals. Our measurements showed that *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 feeding significantly increased the pumping rate (Fig. 2A and Table S3), the bending rate (Fig. 2B and Table S4), and oxidative stress resistance (Fig. 2C and Table S5) compared with *E. coli* OP50 feeding. These results indicate that *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 supplementation improves the animals’ health as well as lifespan.

**Figure 2:**
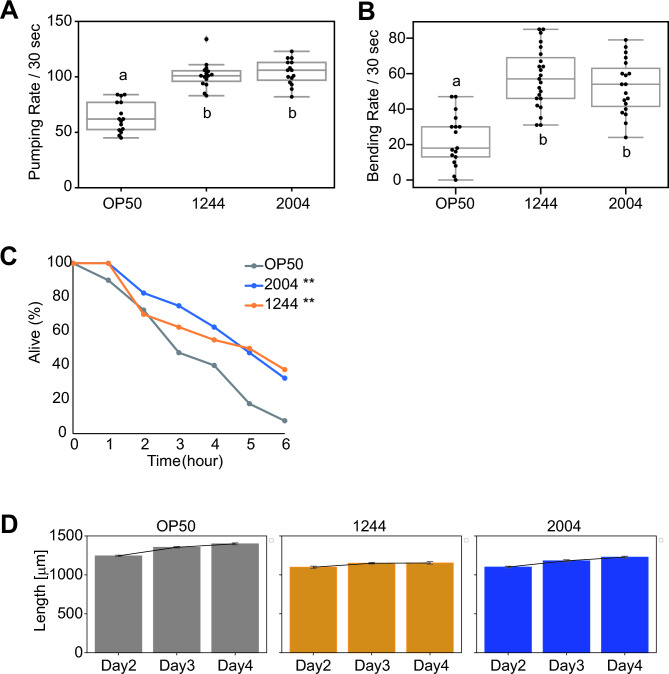
*L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 feeding enhances health. (**A**) The pumping rate of the animals fed the indicated bacterium on Day 4 of adulthood. *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 feeding improved the pumping rate at middle age. Means not sharing the same letter are significantly different (Tukey test, *p* < 0.05). See Table S3 for detailed statistics. (**B**) The bending rate of the animals fed the indicated bacterium on Day 10. *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 feeding improved the bending rate at middle age. Means not sharing the same letter are significantly different (Tukey test, *p* < 0.05). See Table S4 for detailed statistics. (**C**) The survival curves of the animals fed the indicated bacterium on Day 10 in 2 mM hydrogen peroxide. *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 feeding improved the oxidative stress resistance at middle age. *P*-values were calculated by a log-rank test with Bonferroni correction (**, *p* < 0.01). See Table S5 for detailed statistics. (**D**) Body size of the animals fed the indicated bacterium on Day 2, Day 3, and Day 4 of adulthood. *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 feeding increased body size on Day 4. See Table S6 for detailed statistics.

Because both *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 feeding affects growth (Fig. 1B and Table S1), it is possible that supplementation with these two lactic acid bacteria causes dietary restriction, which promotes health and lifespan. We thus scrutinized whether *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 feeding could mimic food restriction because of the avoidance of these bacteria or malnutrition under the use of these bacteria as a food resource. We examined the body size every day after lactic acid bacterium feeding. Animals fed *L. acidophilus* 1244 stopped growing on Day 3 of adulthood, while animals fed OP50 or *L. paracasei* subsp. *paracasei* 2004 continued growing on Day 4, although the size of animals fed *L. paracasei* subsp. *paracasei* 2004 was smaller than that of the animals fed *E. coli* OP50 (Fig. 2D and Table S6). This result implies that *L. acidophilus* 1244 feeding causes malnutrition that makes it difficult for animals to grow, while *L. paracasei* subsp. *paracasei* 2004 is nutritious enough to allow the animals to grow steadily.

Our results show that *L. paracasei* subsp. *paracasei* 2004 feeding, compared with *L. acidophilus* 1244 feeding, has a more prominent effect on lifespan (Fig. 1C and Table S2) and a weaker food restriction effect on body size (Fig. 2D and Table S6). Transcription factors, such as DAF-16 and SKN-1, regulate longevity in *C. elegans*, and transcriptome alterations are vital for lifespan regulation^29–31^. Therefore, we then explored the effect of *L. paracasei* subsp. *paracasei* 2004 feeding on the transcriptome profile to understand the mechanisms of the longevity effect of lactic acid bacteria. We explored the transcriptome alterations after 3 days of *L. paracasei* subsp. *paracasei* 2004 feeding by RNA-seq analysis. 

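Total RNA of wild-type animals (Bristol strain N2) was sequenced in 4 samples. 2 samples came from animals fed *E. coli* OP50, the usual laboratory food of *C. elegans*, and 2 from animals fed *L. paracasei* subsp. *paracasei* 2004, for 3 days from Day 1 of adulthood. The paper's methods give around 200 animals and culture on NGM plates, whereas the labels of the samples give S basal medium. The authors trimmed the reads with TrimGalore, aligned them to the WB235 genome with HISAT2 and counted them with StringTie. The values analysed here were those estimated counts, deposited as whole numbers without normalization. The table listed 57834 transcripts, although the methods describe counts per gene. Where transcripts of a gene overlap, StringTie divides the reads they have in common among them, so the count of a single transcript depends on that division. The counts summed to 44548901 and 50504029 in the OP50 samples and to 46350926 and 46339828 in the 2004 samples. At these totals, a count of 0 allows up to 3 counts, or between 0.0594 and 0.0673 CPM (counts divided by the sample's total and scaled to 1e6), which covers counting error only.
Differential expression was tested with the quasi-likelihood test of edgeR after TMM normalization, with Benjamini-Hochberg adjustment over the 16577 transcripts that reached 0.5 CPM in at least 2 samples. The same test was run on counts summed over the transcripts of each gene, which left 12505 genes. The spread between replicates differed strongly between these levels. Among transcripts of genes with several tested transcripts and a mean of at least 1 CPM, 32.1% differed more than 2-fold between the replicates of at least 1 food. The share was 5.41% for genes with a single tested transcript and 1.45% for the summed counts of the genes with several. The common dispersion was 0.254 for transcripts and 0.0314 for summed counts, which corresponds to a coefficient of variation between replicates of 50.4% and 17.7%. Neither the labels nor the methods name a sequencing batch.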

We defined the differentially expressed genes (DEGs) whose fold changes were more than twofold with an FDR cutoff (less than 0.1). 

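At an adjusted p-value under 0.1 and a fold change over 2, 703 of the 16577 tested transcripts were higher in animals fed *L. paracasei* subsp. *paracasei* 2004 than in animals fed *E. coli* OP50, and 1182 were lower. When the fold change was tested directly against 2-fold with glmTreat, 84 transcripts were higher and 135 lower. With counts summed per gene, 944 of the 12505 genes were higher and 1851 lower. For the upregulated transcripts whose gene had no other tested transcript, the gene's summed count was also upregulated in 439 of 442 cases. For the upregulated transcripts of genes with several tested transcripts, it was upregulated in 85 of 261 cases. The corresponding counts for the downregulated transcripts were 779 of 781 and 224 of 401. In 45 genes, 1 transcript was called higher and another lower.
The 4 largest rises and the 4 largest falls were taken among the DEGs with a mean of at least 10 CPM whose 2004 samples both lay on the same side of both OP50 samples. All of these transcripts had 0 counts in both samples of one food, so their folds are lower bounds set at 3 counts. The bounds cover counting error only, not the division of a gene's reads among its transcripts. Transcript W07G4.3.1 of *scyl-1*, on chromosome V, had 4164 and 3261 counts in the 2004 samples and was at least 1264-fold higher (adjusted p = 0.0294, edgeR). Transcript W07G4.3.3 of the same gene had 2399 and 2776 counts in the OP50 samples and was at least 841-fold lower (adjusted p = 0.0294, edgeR). Summed over its transcripts, *scyl-1* had a log2 fold change of 0.50 (standard error 0.13). The other rises were in transcripts ZK863.6.3 of *dpy-30* (at least 779-fold), R10E11.8.2 of *vha-1* (at least 433-fold) and F15D3.1i of *dys-1* (at least 413-fold). The summed counts of these genes had log2 fold changes of -0.029 for *dpy-30*, 0.45 for *vha-1* and 0.028 for *dys-1*. Transcripts F59A2.1a.2 and F59A2.1b.2 of *npp-9* were at least 831-fold and 543-fold lower, while the summed count of *npp-9* had a log2 fold change of 0.43 (standard error 0.20). The single transcript of *spp-9*, a saposin-like protein gene on chromosome X, had 7607 and 56770 counts in the OP50 samples and 0 in both 2004 samples. It was at least 10002-fold lower (adjusted p = 0.0646, edgeR), although its OP50 samples also differed, at 171 and 1124 CPM. Over the alternatives, its adjusted p-value ranged from 3.8e-10 with DESeq2 to 0.167. It was 3.1e-05 when edgeR was run on counts summed per gene, which for this gene are the same counts, and above 0.1 with limma-voom (0.157) and without a filter on low counts (0.107).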

There were 1102 upregulated DEGs and 1817 downregulated DEGs in response to *L. paracasei* subsp. *paracasei* 2004 feeding (Fig. 3A). 

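Lists of genes by class name were compared between the foods with camera (limma, preset inter-gene correlation 0.01) on log2 CPM of counts summed per gene. Of 23 lists, 9 had an adjusted p-value under 0.1. Under the rotation test fry, or with the correlation estimated from the data, 0 of the 9 kept an adjusted p-value under 0.1. The lowest adjusted p-values there were 0.119 and 0.871.
The 35 tested glutathione S-transferase genes moved in both directions. Adjusted over all genes tested, 4 were upregulated and 6 downregulated, and adjusted over the list alone the counts were also 4 and 6. The upregulated genes were *gst-6*, *gst-18*, *gst-28* and *gsto-1*, the last of which was named after its value was seen. The median log2 fold change of the list was -0.26 (camera adjusted p = 0.506), -0.51 without OP50 replicate 1 and -0.0083 without OP50 replicate 2. The 10 genes of glutathione synthesis and glutathione peroxidases had a median of 0.18 (camera adjusted p = 0.506), with 1 upregulated and 1 downregulated, or 0 and 1 when adjusted over the list alone, and a median of 0.066 without 2004 replicate 1. For genes of the stress response, the 22 heat shock protein genes had a median of -0.027 (camera adjusted p = 0.364), which lay above 0 under several alternatives, at 0.0016 when scaled by library size alone and at 0.42 without OP50 replicate 2. 2 of them were upregulated and 0 downregulated, by either adjustment. The 10 genes for superoxide dismutases, catalases and peroxiredoxins had a median of 0.025, and -0.15 without OP50 replicate 2. None passed both thresholds, and 3 of them had an adjusted p-value under 0.1 when adjusted over the list alone. For development, 17 of 19 embryonic transcription factor genes were higher, with a median of 0.92 (camera adjusted p = 0.00172). 8 of them were upregulated, also when adjusted over the list alone.
For innate immunity, 15 of the 37 infection response and antimicrobial genes were downregulated and 3 upregulated (15 and 4 when adjusted over the list alone), with a median of -0.81 (camera adjusted p = 0.0132). The 82 C-type lectin genes had a median of -0.38, with 26 downregulated and 14 upregulated by either adjustment, and missed the threshold (camera adjusted p = 0.138). The list passed it when the samples were scaled by library size alone (0.0985) or when 10 counts were required in every sample (0.0688), and its adjusted p-value reached 0.871 over the alternatives. Its median was -0.20 without OP50 replicate 2 and -0.57 without OP50 replicate 1. The 12 lysozyme genes had a median of -0.12, with 3 downregulated and 5 upregulated by either adjustment (camera adjusted p = 0.595), and a median of 0.25 without OP50 replicate 2 and -0.26 without OP50 replicate 1. The 94 membrane transporter genes had a median of -0.55 (camera adjusted p = 0.0117), with 24 downregulated and 4 upregulated, or 26 and 4 when adjusted over the list alone. The lists for fatty acid metabolism (58 genes, median -0.13, camera adjusted p = 0.358) and amino acid metabolism (40 genes, median -0.06, camera adjusted p = 0.886) were not separated from the other genes. By either adjustment, 11 and 6 of their genes were downregulated and 5 and 2 upregulated, and the amino acid median lay above 0 without OP50 replicate 2 (0.017) or 2004 replicate 2 (0.021). The fatty acid median was -0.21 without OP50 replicate 1.

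**Figure D1:**
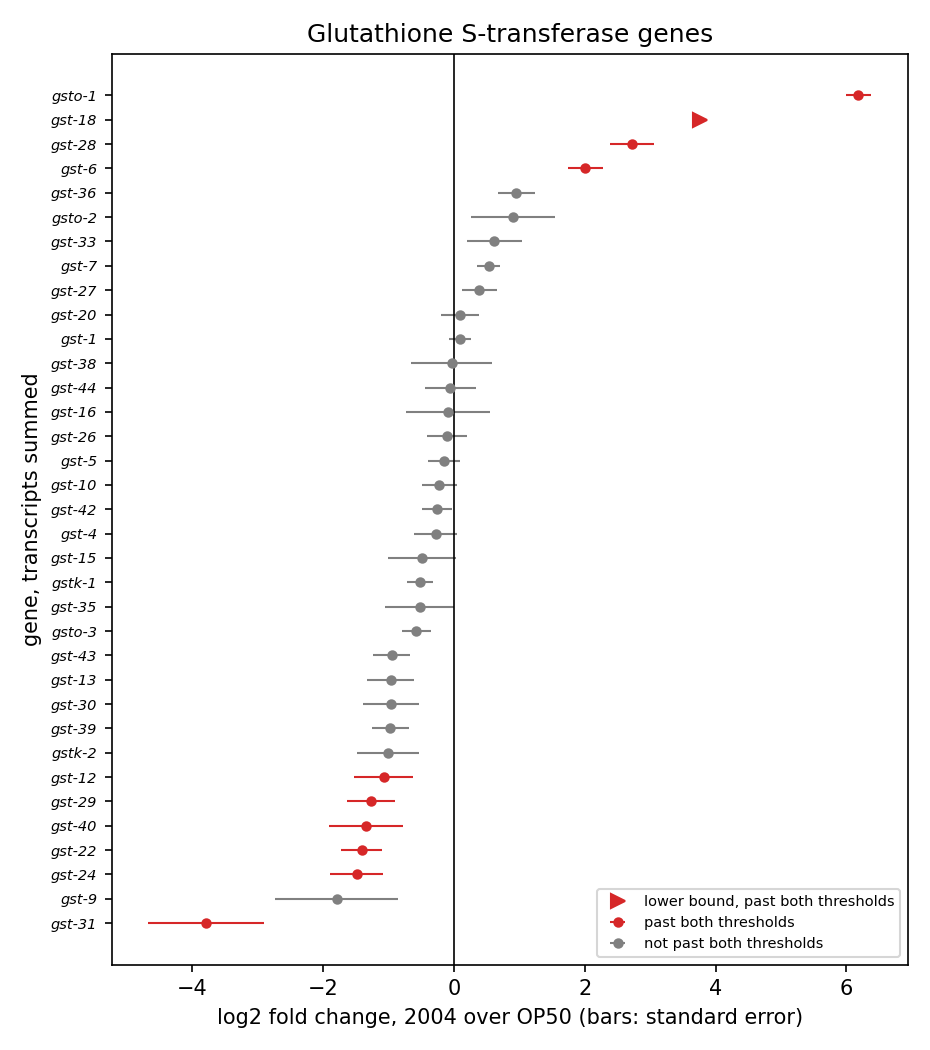
Log2 fold change (2004 over OP50) of 35 glutathione S-transferase genes, counts summed per gene, with standard errors from edgeR as bars and 2 samples per food. Red points passed both thresholds (4 higher, 6 lower), and the triangle is a lower bound for *gst-18*, which had 0 counts in both OP50 samples.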

Gene Ontology analysis with PANTHER^32^ revealed that genes related to glutathione metabolic process, cellular protein modification process, multicellular organism development, and response to stress were overrepresented among the upregulated DEGs (Fig. 3B); genes related to innate immune response, alpha-amino acid metabolic process, transmembrane transport, fatty acid process, and carboxylic acid catabolic process were overrepresented among the downregulated DEGs (Fig. 3B–E). Glutathione plays a vital role in the antioxidative process^33^, which is consistent with our observation that *L. paracasei* subsp. *paracasei* 2004 feeding improved oxidative stress resistance (Fig. 2C and Table S5).

**Figure 3:**
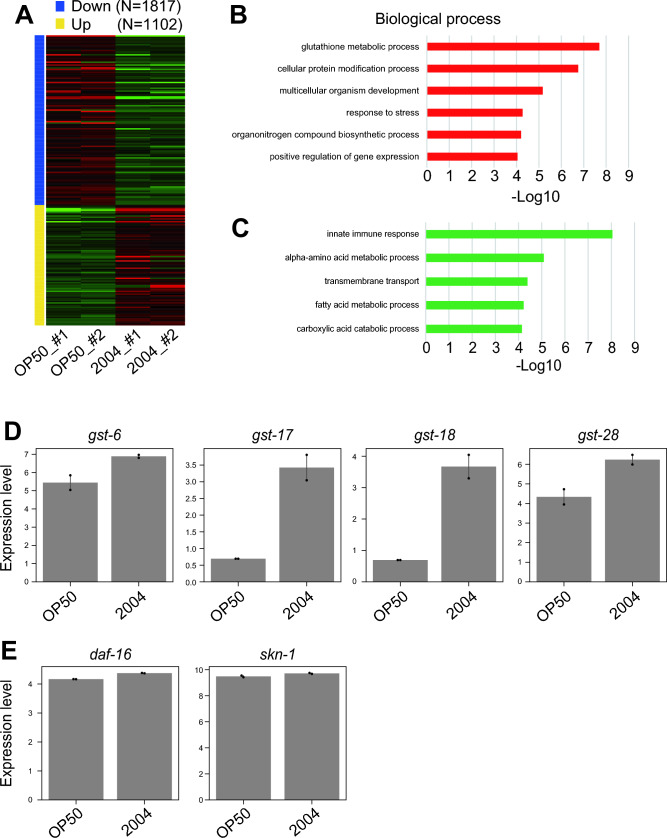
*L. paracasei* subsp. *paracasei* 2004 feeding upregulates the expression of genes related to stress response. (**A**) Heatmap of differentially expressed genes (DEGs) in response to *L. paracasei* subsp. *paracasei* 2004 feeding (FDR cutoff < 0.1, minimum fold change = 2.0). *L. paracasei* subsp. *paracasei* 2004 feeding upregulates 1102 genes and downregulates 1817 genes. (**B**, **C**) Gene Ontology (GO) analysis of biological processes: the 1102 (> 2.0-fold, FDR < 0.1) upregulated gene list (**B**) and the 1817 (< 0.5-fold, FDR < 0.1) downregulated gene list were analyzed by PANTHER^32^. GO terms corresponding to biological processes whose p-value was less than 0.0001 were extracted. (**D**, **E**) Bar plots show the expression level of glutathione genes (**D**) and transcription factors, *daf-16* and *skn-1* (**E**).

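The 4 glutathione S-transferase genes of Fig. 3D lie on chromosome II of WBcel235 (Ensembl release 115), and each had a single listed transcript. *gst-6* (F11G11.3, 4879891 to 4881105) had 5.12 ± 2.39 CPM (SD, n = 2) in animals fed OP50 and 21.1 ± 2.47 CPM (SD, n = 2) in animals fed 2004. Its log2 fold change was 2.01 (standard error 0.36, adjusted p = 0.0671, edgeR). *gst-28* (Y53F4B.31, 15166194 to 15167577) had 1.66 ± 0.760 CPM (SD, n = 2) and 11.3 ± 3.87 CPM (SD, n = 2), a log2 fold change of 2.72 (standard error 0.45, adjusted p = 0.0628, edgeR). *gst-18* (F37B1.7, 13629799 to 13630887) had 0 counts in both OP50 samples and 55 and 25 counts in the 2004 samples. It was at least 13.6-fold higher (adjusted p = 0.0707, edgeR). Its fitted log2 fold change of 8.30, no bound, was 7.68 without 2004 replicate 1 and 8.74 without 2004 replicate 2. *gst-17* (F37B1.6, 13628059 to 13630790) overlaps *gst-18* on the same strand, so the counting could have split reads between them. It had 0 counts in both OP50 samples and 19 and 43 counts in the 2004 samples, at least 10.6-fold higher. Because 1 sample alone reached 0.5 CPM, *gst-17* was not tested. With 0.5 CPM required in at least 1 sample, its adjusted p-value was 0.121 with edgeR and 0.0160 with DESeq2, and that of *gst-18* was 0.104 with edgeR. Without any filter, the adjusted p-values of *gst-6*, *gst-18* and *gst-28* were 0.110, 0.124 and 0.103 (edgeR). When edgeR was run on counts summed per gene, which for these genes are the same counts, they were 0.000307, 0.00109 and 0.000211.
On the scale log2(CPM + 2), the expression level of *gst-6* was 2.79 ± 0.49 (SD, n = 2) with OP50 and 4.53 ± 0.15 (SD, n = 2) with 2004. The expression level of *daf-16*, summed over its transcripts, was 6.49 ± 0.12 (SD, n = 2) with OP50 and 7.11 ± 0.03 (SD, n = 2) with 2004. That of *skn-1* was 8.12 ± 0.0022 (SD, n = 2) and 8.48 ± 0.07 (SD, n = 2). Summed per gene, *daf-16* had a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.0126, edgeR), below the 2-fold threshold. *skn-1* had a log2 fold change of 0.31 (standard error 0.17, adjusted p = 0.159, edgeR). Over the alternatives, the adjusted p-value of *skn-1* ranged from 0.0387, when the samples were scaled by library size alone, to 0.331, and it was 0.0913 with DESeq2. *act-1*, the reference gene of the paper's qPCR, had a log2 fold change of 0.21 (standard error 0.24, adjusted p = 0.515, edgeR). The paper remarks that the role of glutathione in the antioxidative process goes with the oxidative stress resistance it measured in animals fed 2004.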

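*daf-16* and *skn-1* encode transcription factors, and the table listed several transcripts for each. Transcript *daf-16 h* (R13H8.1h) runs from 10750498 to 10775050 on chromosome I of WBcel235, on the + strand, with 12 exons. Of its 1626 exonic bases, 72 are in no other listed *daf-16* transcript, R13H8.1c.2 and R13H8.1g not compared. They lie at 10750498 to 10750509 and 10750572 to 10750631. It had 71 and 0 counts in the OP50 samples and 3497 and 3843 counts in the 2004 samples, or 0.797 ± 1.13 CPM (SD, n = 2) and 79.2 ± 5.29 CPM (SD, n = 2). The log2 fold change was 6.54 (standard error 1.94), and the adjusted p-value was 0.125 with edgeR, above the 0.1 threshold. With DESeq2 on the same transcripts, the log2 fold change was 6.51 (adjusted p = 0.0808), and over the alternatives the adjusted p-value of *daf-16 h* ranged from 0.0737 to 0.223. Transcript R13H8.1f, which has 1554 exonic bases in common with *daf-16 h*, fell from 49.1 ± 8.71 CPM (SD, n = 2) to 11.0 ± 4.72 CPM (SD, n = 2), a log2 fold change of -2.2 (standard error 0.44, adjusted p = 0.0754, edgeR). *daf-16 h* held 0.906% of the gene's CPM in animals fed OP50 and 58.1% in animals fed 2004.
The *skn-1* transcript in Table S7 is T19E7.2c.1, from 5651764 to 5655605 on chromosome IV, on the - strand. All of its 1602 exonic bases also lie in transcript T19E7.2a. T19E7.2c.1 had 14 and 20 counts in the OP50 samples, 21 in 2004 replicate 1 and 6689 in 2004 replicate 2. It was not tested, because 2004 replicate 2 alone reached 0.5 CPM. The log2 ratio of its mean CPM was 7.67 over all samples and 0.35 without 2004 replicate 2. With 0.5 CPM required in at least 1 sample, its adjusted p-value was 0.209 with edgeR and 0.00789 with DESeq2, and up to 0.270 over the alternatives. T19E7.2a had 15788 counts in 2004 replicate 1 and 10311 in 2004 replicate 2, and its log2 fold change between the foods was -0.0025 (standard error 0.22, adjusted p = 0.995, edgeR). Its sign changed with the scaling, and it was 0.065 when scaled by library size alone. The other tested *skn-1* transcript, T19E7.2b, had a log2 fold change of -2.17 (standard error 0.46, adjusted p = 0.0805, edgeR).

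**Figure D2:**
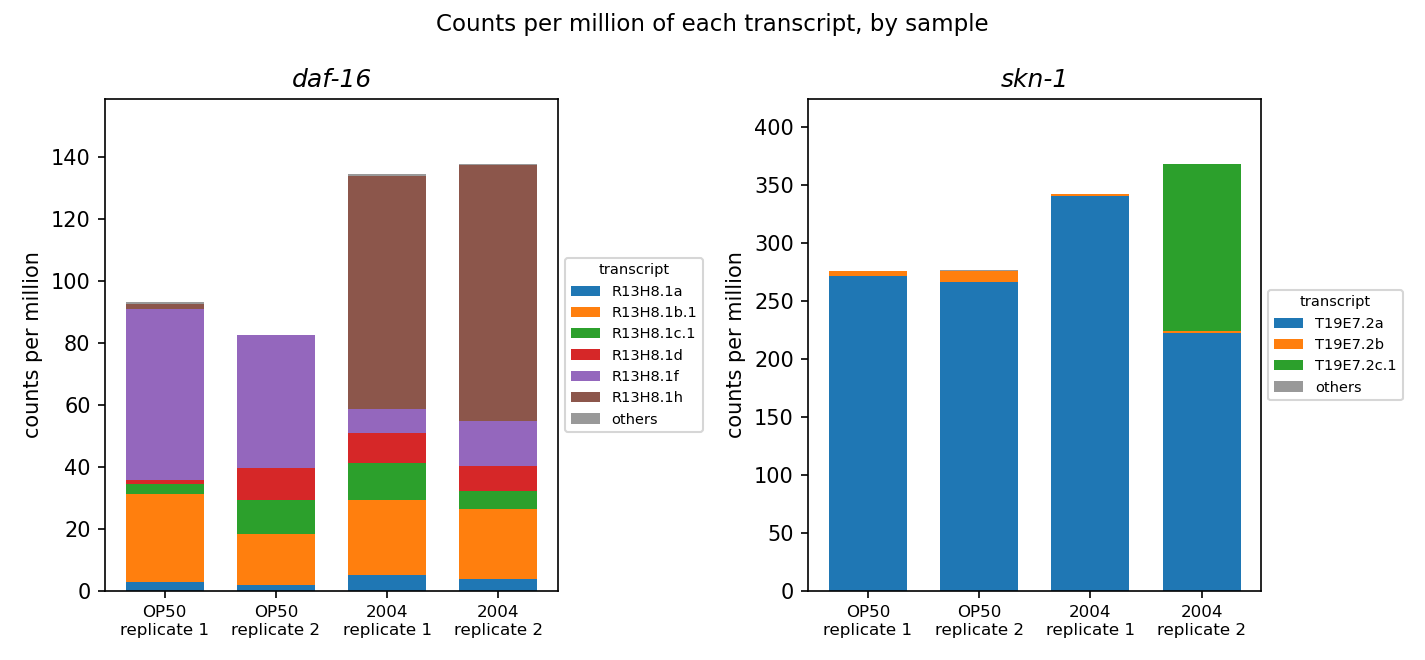
CPM of each listed transcript of *daf-16* (left) and *skn-1* (right) in each of the 4 samples, stacked so that the bar height is the gene's total. R13H8.1h made up 75.4 and 82.9 CPM in the 2004 samples and 1.59 and 0 CPM in the OP50 samples, and T19E7.2c.1 made up 144 CPM in 2004 replicate 2 and under 1 CPM in the other samples.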

The upregulated DEGs included *daf-16 h*, one of the *daf-16* transcript variants, and *skn-1* (Fig. 3E and Table S6), both of which are transcription factors promoting stress resistance and longevity in *C. elegans*^29,30^*.* This suggests that lactic acid bacterial strain *L. paracasei* subsp. *paracasei* 2004 feeding may induce these transcription factors and play an essential role in longevity. Thus, we validated the upregulation of the *daf-16 h* and *skn-1* genes by lactic acid bacterial strain *L. paracasei* subsp. *paracasei* 2004 feeding. Our analyses indicated that the expression of *daf-16* and *daf-16 h* was slightly upregulated with statistical significance while that of *skn-1* was not (Fig. 4A). These results suggest that DAF-16 might be involved in *L. paracasei* subsp. *paracasei* 2004 feeding-induced longevity. To examine this possibility, we measured the lifespan of wild-type N2 and *skn-1(zu135)* and *daf-16(mu86)* deletion mutants fed *L. paracasei* subsp. *paracasei* 2004 (Fig. 4B). While *L. paracasei* subsp. *paracasei* 2004 feeding significantly increased the lifespan of wild-type animals, and that of the *skn-1* deletion mutant, *daf-16* deletion suppressed the longevity effect induced by *L. paracasei* subsp. *paracasei* 2004 feeding. These results suggest that DAF-16 plays a vital role in lifespan extension by *L. paracasei* subsp. *paracasei* 2004 feeding.

**Figure 4:**
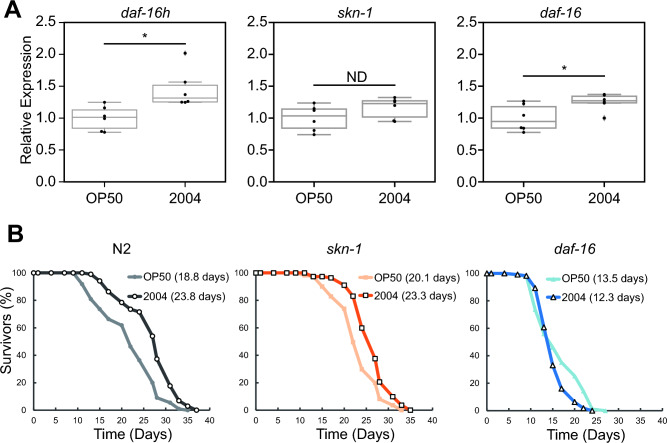
Longevity increase induced by *L. paracasei* subsp. *paracasei* 2004 feeding requires the transcription factor DAF-16. (**A**) Box plot shows the relative mRNA levels of *daf-16 h* (left), *skn-1* (middle), and *daf-16* (right) in animals fed the indicated bacterium. *L. paracasei* subsp. *paracasei* 2004 feeding upregulated the expression of *daf-16* mRNA. P-values were calculated by an unpaired t-test. *, *p* < 0.05. (**B**) Survival curves of the wild-type N2 (left) and two mutants, EU31[*skn-1(zu135)*] and CF1038[*daf-16(mu86)*], fed the indicated bacterium. *L. paracasei* subsp. *paracasei* 2004 feeding extended the *C. elegans* lifespan in a DAF-16-dependent manner. *P*-values were calculated by a log-rank test with Bonferroni correction. **, *p* < 0.01. See Table S8 for detailed statistics.

## Discussion

Our study aimed to investigate the potential effect of various lactic acid bacteria on health and longevity. We found that administration of *L. acidophilus* 1244 and *L. paracasei* subsp. *paracasei* 2004 has a longevity effect. Interestingly, short-term supplementation of these bacteria in early life (for 3 days from Day 1 of adulthood) significantly improved health, including food consumption, motility rate, and resistance to oxidative stress in middle-aged animals. These results suggest that supplementation with these bacteria ameliorates the fitness decline with age. Animals fed *L. paracasei* subsp. *paracasei* 2004 continued to grow, indicating that supplementation with this bacterial strain could have a beneficial probiotic effect on the host organism, *C. elegans*. On the other hand, we observed that feeding *L. acidophilus* 1244 resulted in stunted growth. Because some probiotics improve health^34^ and lifespan^35^ through mimicking dietary restriction, *L. acidophilus* 1244 administration might also improve health and lifespan by mimicking the dietary restriction. Further study should be done to examine mechanisms underlying improved health and lifespan by *L. acidophilus* 1244 administration.

The proposed pro-longevity mechanisms of probiotics include modulating immune responses and stress responses^20^. Supplementation of some lactic acid bacterial strains has been shown to enhance longevity in *C. elegans* through the transcription factors DAF-16 and SKN-1, both of which play a role in pro-longevity effects through modulating immune responses and stress responses^23,25,36–38^. Our study demonstrated that the longevity increase induced by *L. paracasei* subsp. *paracasei* 2004 supplementation requires DAF-16, but not SKN-1, and that administration with this bacterial strain increases the expression of genes related to stress responses but decreases the expression of genes related to the innate immune system. These results suggest that *L. paracasei* subsp. *paracasei 2004* might increase lifespan by enhancing stress responses through the activity of DAF-16.

Overall, we found that the lactic acid bacterial strain *L. paracasei* subsp. *paracasei* 2004 can potentially improve health and lifespan with one-time supplementation for 3 days in *C. elegans*. The mechanism underlying this effect of the bacterial strain on healthy aging is mediated by DAF-16-induced stress response modulation, a highly conserved pro-longevity transcription factor. The involvement of DAF-16 in the beneficial effects of *L. paracasei* subsp. *paracasei* 2004 suggests potential applications in other organisms. Further research is needed to fully understand these mechanisms and assess their relevance in other organisms.

## Methods

### Bacterial strains and culture conditions

*E. coli* OP50 was provided by the Caenorhabditis Genetics Center, University of Minnesota (CGC), and used as a control food source. *E. coli* OP50 was grown in LB medium at 37 °C for 10–12 h with shaking. Lactic acid bacterial strains were grown at 37 °C in a modified GAM medium (29.5 g of Nissui modified GAM broth, 3.5 g of glucose, 0.5 g of tween80 in 500 mL of H_2_O) without shaking for one or two days until the lactic acid bacteria grew. Bacteria were harvested by centrifugation at 3,000 × g for 10 min and washed three times: twice in M9 buffer and then once in S basal buffer. Then, the bacteria were adjusted to a final concentration of 5 × 10^9^ CFU (colony-forming units).

### Nematodes and growth conditions

The *C. elegans* Bristol strain N2 and mutant strains EU31[*skn-1(zu135)*] and CF1038[*daf-16(mu86)*] were provided by the CGC. The Bristol N2 strain was used for all measurements except those in the longevity assay using the EU31[*skn-1(zu135)*] and CF1038[*daf-16(mu86)*] mutants. Animals were maintained on nematode growth medium (NGM) plates seeded with *E. coli* OP50, as explained before^39^ or lactic acid bacterial strains. We defined animals as Day 1 adult animals 3 days after hatching. Synchronized germ-free animals were obtained by the bleaching method^40^.

### Body size measurements

Synchronized eggs were grown on NGM plates seeded with *E. coli* OP50 until animals reached adulthood. Then, the animals were transferred to M9 buffer containing *E. coli* OP50 or lactic acid bacterial strains. The animals were incubated with gentle shaking. After 3 days, images of the animals were taken on Day 4 of adulthood with a stereomicroscope (Olympus SZX16). Images were analyzed using ImageJ software.

### Longevity assay

For Fig. 1C, trials were conducted on NGM plates containing 5-fluoro-2′-deoxyuridine (FUdR) at 100 μg/mL seeded with *E. coli* OP50 or lactic acid strains from Day 1 of adulthood until all animals died. For Fig. 4B, young adult (Day 1) animals (3 days after synchronization) were cultured in *E. coli* OP50 or *L. paracasei* subsp. *paracasei* 2004 suspended in S basal buffer with FUdR (100 μg/mL). After 3 days, the animals were transferred, and trials were conducted on NGM plates with FUdR (100 μg/mL) seeded with *E. coli* OP50. Mortality was scored every 2 or 3 days when the animals were transferred to a new plate. Animals were scored as dead if they failed to respond to being touched by a pick. Survival plots were generated by using single lifespan data.

### Pharyngeal pumping rate measurements

For pharyngeal pumping rate measurements, Day 1 adulthood animals were cultured on NGM plates containing FUdR seeded with *E. coli* OP50, *L. acidophilus* 1244*,* or *L. paracasei* subsp. *paracasei* 2004 for 3 days. Animals’ pumping rate on food was recorded. The number of pumping events was measured under an optical microscope for 30 s. One pharyngeal pump was defined as a complete forward and backward movement of the grinder in the pharynx.

### Bending rate measurements

For bending measurements, Day 1 adult animals (3 days after synchronization) were transferred to NGM plates containing FUdR seeded with *E. coli* OP50, *L. acidophilus* 1244*,* or *L. paracasei* subsp. *paracasei* 2004 for 3 days. After Day 4 of adulthood, animals were transferred and cultured on NGM plates seeded with *E. coli* OP50 until Day 10 of adulthood. Then, the animals’ bending rate in M9 buffer was recorded under an optical microscope (Olympus SZX16 with CellSens system) for 30 s. The number of bends was counted manually afterward.

### Oxidative stress assay

For the oxidative stress assay, Day 1 adult animals were transferred to NGM plates containing FUdR seeded with *E. coli* OP50, *L. acidophilus* 1244*,* or *L. paracasei* subsp. *paracasei* 2004 for 3 days. After Day 4 of adulthood, animals were transferred and cultured on NGM plates seeded with *E. coli* OP50 until Day 10 of adulthood, and they were cultured for nine days on NGM plates seeded with *E. coli* OP50. Then, the animals were soaked in M9 buffer with 2 mM hydrogen peroxide. The animals’ movements in response to blue light were recorded hourly under the camera system (DMK23GP031, ImageingSource) for one minute. The movement of each animal was measured using Python (code used for analyses is provided in the Supplementary manuscript). Animals were scored as dead if they failed to move in response to blue light for two hours in a row. The oxidative stress assays were repeated twice, and survival plots were generated using single lifespan data.

### RNA-seq analysis

Total RNA was isolated using TRIzol reagent (Invitrogen) from around 200 *C. elegans* Bristol strain N2 cultured on NGM plates with *E. coli* OP50 or *L. paracasei* subsp. *paracasei* 2004 for 3 days from Day 1 of adulthood. RNA-seq library preparation and RNA sequencing were performed at Macrogen Inc. using the Illumina HiSeq 2000 platform. FASTQC^41^ was used to inspect the quality scores of the raw sequence data and to look for biases. The reads were trimmed using the Cutadapt^42^ wrapper, TrimGalore^43^. The reads were mapped by aligning the software HISAT2^44^ to the reference genome (WB235). The mapped reads were sorted by SAMtools^45^. Read counts per gene were obtained using Stringtie^46^. The DEGs obtained from RNA-seq-based expression profiling were analyzed by using iDEP0.96 (Integrated Differential Expression and Pathway analysis) online tools^47^. GO analysis on DEGs was performed using PANTHER^32^: statistical overrepresentation test of up-regulated or down-regulated DEGs was conducted with an option, biological GO terms. Expression level is log_2_(CPM: counts per million + 2).

### Quantitative RT‒PCR

Total RNA was isolated using TRIzol reagent (Invitrogen) from around 200 *C. elegans* Bristol strain N2 cultured on NGM plates with *E. coli* OP50 or *L. paracasei* subsp. *paracasei 2004* with FUDR supplementation for 3 days from Day 1 of adulthood. The isolated total RNA was reverse transcribed into single-stranded cDNA using ReverTra Ace qPCR RT Master Mix with gDNA remover (TOYOBO) according to the manufacturer’s protocol. Quantitative RT‒PCR was performed with an ABI 7300 Real-Time PCR system (Applied Biosystem) using Power SYBR® Green Master Mix (Thermo Fisher Scientific). Relative mRNA quantification was performed with the standard curve method. The relative mRNA levels were normalized to the expression of *act-1*, a *C. elegans* housekeeping gene. Primer sequences were determined using Primer3Plus (https://www.primer3plus.com/), and we used the primers that did not generate non-specific products or primer dimers, which was verified with the melt curve analysis.

- *act-1* Fw: 5′- CCCATCAACCATGAAGATCAA-3′
- *act-1* Rv: 5′-CACATCTGTTGGAAGGTGGA-3′
- *daf-16 h* Fw: 5′-TTCTCACAGGACATGCAAGC-3′
- *daf-16 h* Rv: 5′-ACGCTCTTGTTGATGGAGGT-3′
- *daf-16* Fw: 5′-TGGAATTCAATCGTGTGGAA-3′
- *daf-16* Rv: 5′-ATGAATATGCTGCCCTCCAG-3′
- *skn-1* Fw: 5′-CTCCATTCGGTAGAGGACCA-3′
- *skn-1* Rv: 5′-ACTGATCAGCAGGAGCCACT-3′

### Supplementary Information

Supplementary Information 1.

Supplementary Tables.

## Data Availability

The RNA sequencing data generated during the current study are available in the NCBI Sequence Read Archive (Accession#: GSE241495). All the other datasets are available from the corresponding author upon reasonable request.

# Supplementary material for: Lactobacillus paracasei subsp. paracasei 2004 improves health and lifespan in Caenorhabditis elegans
**Source:** Sci Rep. 2024 May 7;14:10453. doi: 10.1038/s41598-024-60580-y
**Supplement:** Supplementary file 1 — Supplementary Information 1.

```

import numpy as np
import cv2
import os, glob

arr_dir = "./array_data"
bi_dir = "./binary_data"
res_dir = "./result_data"

movies = glob.glob("./*.avi")

"""
!!!!!!!!!!!! Set [time, x_grid, y_grid, well_size, threshold] !!!!!!!!!!!!!
"""
time = 5
well_size = 63
x_grid = 403
y_grid = 40
threshold = 30

def movie2array(movie, time, well_size, x_grid, y_grid):
    """
    transform movie into gray movie
    """
    cap = cv2.VideoCapture(movie)
    fps = cap.get(cv2.CAP_PROP_FPS)
    n_frames = int(fps * time) + 1
    frames = []
    while True:
        ret, frame = cap.read()
        gray = cv2.cvtColor(frame, cv2.COLOR_BGR2GRAY)
        gray = np.array(gray, dtype="float64") / 255
        if not ret:
            print("read error")
            break
        frames.append(gray)
        if len(frames) > n_frames:
            break
    if cap.isOpened():

```

```

        cap.release()
    """
    crop the movie to analyze
    """
    cropped_frames = []
    lis = np.arange(n_frames)
    for i in lis:
        cropped_frames.append(frames[i][y_grid: y_grid+(well_size*12), x_grid:
x_grid+(well_size*20)])
    np.array(cropped_frames)
    return cropped_frames, n_frames

def array2binary(cropped_frames, n_frames, threshold):
    """
    calculate mean_frame
    """
    lis = np.arange(n_frames)
    frame = cropped_frames
    mean_frame = np.zeros(frame[0].shape)
    for i in lis:
        mean_frame += frame[i]
    mean_frame /= n_frames
    """
    subtract mean_frame
    """
    edited_frames = []
    for j in lis:
        arr = frame[j] - mean_frame
        arr[arr < 0] = 0
        edited_frames.append(arr)
    """
    make binary image
    """
    for k in lis:
        edited_frames[k][edited_frames[k] < float(threshold)/255] = 0
        edited_frames[k][edited_frames[k] >= float(threshold)/255] = 1
    np.array(edited_frames)
    return edited_frames

```

```

def binary2result(edited_frames, n_frames, well_size):
    """
    make different frames
    """
    binary = edited_frames
    diff_frames = []
    for bef, aft in zip(binary[0:(n_frames-1)], binary[1:n_frames]):
        diff_frame = aft - bef
        diff_frame[diff_frame < 0] = 0
        diff_frames.append(diff_frame)
    """
    calculate sum of the frames
    """
    lis = np.arange(n_frames-1)
    total = np.zeros(binary[0].shape)
    for i in lis:
        total += diff_frames[i]
    np.array(total)
    result = np.zeros((12,20))
    yn = np.arange(12)
    xn = np.arange(20)
    for y in yn:
        for x in xn:
            Y = int(well_size * (y + 0.5))
            X = int(well_size * (x + 0.5))
            result[y, x] = total[(Y-20): (Y+20), (X-20): (X+20)].sum()
    return total, result

for i, movie in enumerate(movies):
    if __name__ == '__main__':
        # run movie2array function
        cropped_frames, n_frames = movie2array(movie, time, well_size, x_grid, y_grid)
        """
        # save cropped_frames in array_data folder
        np.save(arr_dir + "/array_{0}_1".format(i), cropped_frames)
        print("movie2array {0} done".format(i))
        """

```

```

# run array2binary function
edited_frames = array2binary(cropped_frames, n_frames, threshold)
"""

# save edited_frames in binary_data folder
np.save(bi_dir + "/binary_{0}_1".format(i), edited_frames)
print("array2binary {0} done".format(i))
"""

# run binary2result function
total, result = binary2result(edited_frames, n_frames, well_size)
# save result in result_data folder
total_cv = np.array(total / (n_frames-1) * 255, dtype='int')
cv2.imwrite(res_dir + "/sum_{0}_1.png".format(i), total_cv)
np.save(res_dir + "/sum_{0}_1".format(i), total)
np.savetxt(res_dir + "/result_{0}_1.csv".format(i), result, delimiter=",")
print("Movie {0} done".format(i))

```

```

import numpy as np
import cv2
import os, glob
from scipy import ndimage

arr_dir = "./array_data"
bi_dir = "./binary_data"
res_dir = "./result_data"

movies = glob.glob("./*.avi")
"""
!!!!!!!!!!!! Set [time, x_grid, y_grid, well_size, threshold, sigma] !!!!!!!!!!!!!
"""
time = 1 # duration of time analyzed
well_size = 63 # well size (pixels) in a movie
x_grid = 403 # starting point (x) of the ROI
y_grid = 40 # starting point (y) of the ROI
threshold = 30 # a threshold value to make the binary image
sigma = 1 # a sigma value for gaussian filter

def movie2array(movie, time, well_size, x_grid, y_grid):
    """
    transform movie into gray movie
    """
    cap = cv2.VideoCapture(movie)
    fps = cap.get(cv2.CAP_PROP_FPS)
    n_frames = int(fps * time) + 1
    frames = []
    while True:
        ret, frame = cap.read()
        gray = cv2.cvtColor(frame, cv2.COLOR_BGR2GRAY)
        gray = np.array(gray, dtype="float64") / 255
        if not ret:
            print("read error")
            break
        frames.append(gray)
        if len(frames) > n_frames:
            break

```

```

if cap.isOpened():
    cap.release()
"""

crop the movie to analyze
"""

cropped_frames = []
lis = np.arange(n_frames)
for i in lis:
    cropped_frames.append(frames[i][y_grid: y_grid+(well_size*12), x_grid:
x_grid+(well_size*20)])
    np.array(cropped_frames)
return cropped_frames, n_frames

def array2binary(cropped_frames, n_frames, threshold, sigma):
    """

    calculate mean_frame
    """

    lis = np.arange(n_frames)
    frame = cropped_frames
    mean_frame = np.zeros(frame[0].shape)
    for i in lis:
        mean_frame += frame[i]
    mean_frame /= n_frames
    """

    subtract mean_frame
    """

    edited_frames = []
    for j in lis:
        arr = frame[j] - mean_frame
        arr[arr < 0] = 0
        arr = ndimage.gaussian_filter(arr, sigma)
        edited_frames.append(arr)
    """

    make binary image
    """

    for k in lis:
        edited_frames[k][edited_frames[k] < float(threshold)/255] = 0
        edited_frames[k][edited_frames[k] >= float(threshold)/255] = 1

```

```

np.array(edited_frames)

return edited_frames

def binary2result(edited_frames, n_frames, well_size):
    """
    make different frames
    """
    binary = edited_frames
    diff_frames = []
    for bef, aft in zip(binary[0:(n_frames-1)], binary[1:n_frames]):
        diff_frame = aft - bef
        diff_frame[diff_frame < 0] = 0
        diff_frames.append(diff_frame)
    """
    calculate sum of the frames
    """
    lis = np.arange(n_frames-1)
    total = np.zeros(binary[0].shape)
    for i in lis:
        total += diff_frames[i]
    np.array(total)
    result = np.zeros((12,20))
    yn = np.arange(12)
    xn = np.arange(20)
    for y in yn:
        for x in xn:
            Y = int(well_size * (y + 0.5))
            X = int(well_size * (x + 0.5))
            result[y, x] = total[(Y-20):(Y+20), (X-20):(X+20)].sum()
    return total, result

for i, movie in enumerate(movies):
    if __name__ == '__main__':
        # run movie2array function
        cropped_frames, n_frames = movie2array(movie, time, well_size, x_grid, y_grid)
        """
        # save cropped_frames in array_data folder
        np.save(arr_dir + "/array_{0}_2".format(i), cropped_frames)

```

```

print("movie2array {0} done".format(i))
"""
# run array2binary function
edited_frames = array2binary(cropped_frames, n_frames, threshold, sigma)
"""

# save edited_frames in binary_data folder
np.save(bi_dir + "/binary_{0}_2".format(i), edited_frames)
print("array2binary {0} done".format(i))
"""

# run binary2result function
total, result = binary2result(edited_frames, n_frames, well_size)
# save result in result_data folder
total_cv = np.array(total / (n_frames-1) * 255, dtype='int')
cv2.imwrite(res_dir + "/sum_{0}_2.png".format(i), total_cv)
np.save(res_dir + "/sum_{0}_2".format(i), total)
np.savetxt(res_dir + "/result_{0}_2.csv".format(i), result, delimiter=",")
print("movie {0} done".format(i))

```

```

import pandas as pd
import numpy as np
from pandas import DataFrame
import glob

tidy_dir = "./result_data/tidy_data"

def tidy_data(interval=1):
    data = glob.glob("./result_data/*.csv")
    df = DataFrame(np.array(pd.read_csv(data[0],
header=None).values).reshape((240,1)), columns=['label'])
    for i, file in enumerate(data):
        if i == 0:
            continue
        else:
            df_f = DataFrame(np.array(pd.read_csv(data[i],
header=None).values).reshape((240,1)))
            df["{0} h".format(interval*(i-1))] = df_f
    df.dropna(how="any")
    return df

df = tidy_data(interval=1)
df = df.dropna(how="any")
df.to_csv("./result_data/data.csv")

```

How the deposited data were processed for this re-analysis (not part of the article)

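The RNA-seq data compared wild-type *C. elegans* fed *E. coli* OP50 (2 samples) with wild-type animals fed *L. paracasei* subsp. *paracasei* 2004 (2 samples), after 3 days of feeding from Day 1 of adulthood. Samples were grouped by food, as both the labels and the paper give it. The authors inspected the reads with FASTQC, trimmed them with TrimGalore, aligned them with HISAT2 to WB235, sorted them with SAMtools and counted them with StringTie. The deposited values are StringTie's estimated counts per transcript, whole numbers that the authors did not normalize, so no rounding was needed. The versions of these tools, the annotation release, the read length and the strandedness are not given in the paper's text. Totals per sample lay between 44548901 and 50504029 counts, and 3 counts corresponded to at most 0.0673 CPM.

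Transcripts were joined to genes by the sequence name without the transcript letter and number. Of the 57834 listed transcripts, 57507 (99.4%) matched a gene of the WBcel235 annotation of Ensembl release 115, and the sequence name of 11 transcripts fitted more than 1 gene. The authors' annotation release may differ, so coordinates and exon structures are those of release 115. Because the counting is not stated to use strand, overlapping and antisense genes may share counts. Near-identical copies within gene families may share counts too.

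The main test was the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 with TMM normalization, over transcripts with at least 0.5 CPM in at least 2 samples, without covariates. DEGs were called at a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change over 2, the thresholds of the paper. The same fit on counts summed per gene gave the values for genes. 23 gene lists, written with the design before the data were examined, were tested on log2 CPM of summed counts with camera in limma 3.58.1. Lists for heme response, embryonic sheath, neuronal and body muscle genes were added after the patterns they address were seen, all but the first before their own values were looked at. They were compared with 10000 random lists matched on mean expression and, apart from the heme response class, exonic length. CPM values in the text are counts divided by the sample's total. Standard errors of log2 fold changes were taken from the quasi-likelihood F statistic.

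The alternatives fixed with the design were DESeq2 1.42.0, limma-voom, DESeq2's size factors (RLE) in edgeR, library size alone, 3 other filters on low counts (0.5 CPM in at least 1 sample, no filter, 10 counts in every sample), DESeq2 with 0.5 CPM in at least 1 sample, counts summed per gene, the replicate number as a block, an adjusted p-value under 0.05, and glmTreat against 2-fold. For the lists, fry and camera with an estimated correlation were added to these. Each sample was also left out in turn for the named genes and the lists, without a test, since 1 sample of that food remained. For expression levels, log2(CPM + 4) and the natural logarithm of (CPM + 2) were set beside the paper's log2(CPM + 2).

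The transcripts and genes named in the text follow a rule set with the design. It covers the genes the paper names, the listed transcripts of *daf-16* and *skn-1*, and the 4 largest rises and falls among the DEGs with a mean of at least 10 CPM and both 2004 samples on the same side of both OP50 samples. The tested *daf-16* transcripts other than R13H8.1f did not pass the thresholds and are shown in the plot of transcripts by sample. Genes named outside this rule were chosen after their values were seen, apart from *smf-3* and *ftn-2*, which were named before their values were looked at.

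The scripts were tested on simulated data with fixed random seeds. In 12214 simulated genes with 200 changed by a log2 fold change of 2, edgeR called 198 of the 200, with 11 false calls. A set of 15931 transcripts was simulated independently, with the dispersions edgeR estimated from the real transcripts, and 200 were changed by the same amount. Of the 200, edgeR called 12, with 18 false calls, and DESeq2 called 141, with 177 false calls. With a log2 fold change of 5 in 197 of 15875 simulated transcripts, edgeR called 192 with 50 false calls, and DESeq2 called 196 with 241 false calls. With the same change in 1979 of 15571 simulated transcripts, edgeR called 1952 with 160 false calls, and DESeq2 called 1957 with 364 false calls. With no transcript changed, edgeR made 0 calls and DESeq2 made 134. In 12505 simulated genes, camera and fry each called the 1 shifted list of 21 and 0 of the others. The replicates of each food differed by more than sampling noise (chi-square per degree of freedom 75.3 for OP50 and 33.4 for 2004, counts summed per gene), so no library was counted as a repeat of another.

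PANTHER's gene ontology annotation was not used here, so the overrepresentation tests of Fig. 3B and 3C were not repeated. The qPCR and lifespan data were not analysed here. The copy of Table S7 read here held 1998 of the paper's 2919 DEGs, so no overlap or enrichment was computed from it. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for joining tables and for plots.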

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

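The classes below were found by a scan of gene classes in these data, and all tests in this part except the camera tests, which were set with the design, were chosen after the result was seen, those on *smf-3* and *ftn-2* and on the lists of neuronal and body muscle genes before their own values were looked at. Each of 410 classes of genes that share a symbol prefix and had at least 4 tested genes was compared with all 7445 tested genes that have such a symbol, of which 6.39% were upregulated and 13.2% downregulated. The enrichment test was Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over 820 tests. 11 classes outside the paper's terms passed an adjusted p-value of 0.001. Genes of a class are not independent, so these p-values describe the libraries and do not replace replicates. Each direction below holds for the class median under TMM, RLE size factors and library size alone.

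The largest excess was in F-box B genes (fbxb), of which 53 of 69 were upregulated and 0 downregulated, with a median log2 fold change of 1.64 (adjusted p = 1.9e-47, Fisher's exact test). In 65 of the 69 genes both 2004 samples lay above both OP50 samples, where chance gives 16.7%, and 39 of the genes lie on chromosome II. F-box B genes are many similar copies, and reads may be shared between them. Moving reads between copies would leave the class total as it was, but the summed CPM of the class was 43.9 and 51.8 in the OP50 samples and 139 and 175 in the 2004 samples, 3.28 times higher on average. This argues against shared reads as the whole cause. F-box C genes (fbxc) gave 16 upregulated of 36, with a median of 0.86, which was 0.47 without 2004 replicate 2 and 1.09 without 2004 replicate 1. Their summed CPM was 221 and 258 with OP50 and 291 and 254 with 2004, a ratio of 1.14, so shared reads and a true rise cannot be told apart for this class, because its 4 most abundant genes hold 58.1% of its counts and 2004 replicate 2 lay below OP50 replicate 2. No biological explanation was tested for either class beyond the difference in food.

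6 of 8 tested heme response genes (hrg) were upregulated, with a median log2 fold change of 4.39 and a summed CPM of 43.8 and 45.2 with OP50 against 2164 and 2502 with 2004. *hrg-7* had a log2 fold change of 6.73 (standard error 0.28), and *hrg-3* had 0 counts in both OP50 samples and 682 and 241 in the 2004 samples. With library size alone in place of TMM, the lowest log2 fold change of these 6 genes was 2.76. The choice between these scalings therefore did not set the rise. A candidate explanation is that the bacterial food supplies little heme, but the class was chosen for its rise, so its median of 4.39 cannot decide for or against this, and it cannot be told apart from another difference between the foods. A further candidate is low iron in the food. Before their values were looked at, *smf-3*, an iron transporter gene, was expected to rise and the ferritin gene *ftn-2* to fall. *smf-3* had a log2 fold change of 1.30 (standard error 0.31, adjusted p = 0.00836, edgeR) and *ftn-2* of -0.72 (standard error 0.19, adjusted p = 0.0130, edgeR), each with both 2004 samples on one side of both OP50 samples. These values are in line with low iron as a hypothesis, and heme and iron in the food were not measured.

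Among the downregulated classes, all 6 tested genes of the pud class fell, with a median of -5.70. These genes include similar copies and all lie on chromosome V, but the summed CPM of the class was 1052 and 2356 with OP50 and 45.6 and 27.5 with 2004, a ratio of 0.0214, which argues against reads moved between copies. 27 of 44 transthyretin-related genes (ttr) were downregulated, with a median of -1.28. 26 of 59 histone genes (his) were downregulated, with a median of -0.84, although the class total was about level, at 1029 and 956 CPM with OP50 and 1022 and 947 CPM with 2004, and the 4 most abundant genes hold 73.3% of it. With library size alone the histone median was -0.78, so the choice between TMM and library size did not set its direction. Many histone messages lack a poly(A) tail, and the paper's text does not name the RNA selection, so a difference in selection between libraries was not tested. 30 of 77 cuticle collagen genes (col), 20 of 48 cytochrome P450 genes (cyp) and 20 of 54 UDP-glucuronosyltransferase genes (ugt) were downregulated. The same classes held 12, 5 and 8 upregulated genes. The summed CPM of the collagen genes fell from 19815 and 19472 with OP50 to 7477 and 7281 with 2004, a ratio of 0.376, and the ratio was 0.930 for the cytochrome P450 genes and 0.730 for the UDP-glucuronosyltransferase genes. With camera, the adjusted p-values were 0.0333 for the collagens, 0.110 for the cytochrome P450 genes and 0.0333 for the UDP-glucuronosyltransferases. That of the collagens was 0.220 with 0.5 CPM in at least 1 sample, and that of the cytochrome P450 genes was under 0.1 with RLE size factors (0.0952), library size alone (0.0967) and 10 counts in every sample (0.0675). Over the alternatives, each of the lists reached 0.871. The collagen median of -0.39 was -0.95 without 2004 replicate 2 and -0.22 without OP50 replicate 1, and -0.0068 with 0.5 CPM in at least 1 sample, so its size depends on the filter. The median of the cytochrome P450 genes, -0.53, was -0.96 without 2004 replicate 1 and -0.25 without 2004 replicate 2, and that of the UDP-glucuronosyltransferase genes, -0.62, was -0.98 and -0.35 there, and -0.30 without OP50 replicate 2.

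16 of 30 FMRFamide-like neuropeptide genes (flp) and 15 of 26 ligand-gated ion channel genes (lgc) were downregulated and none of either class was upregulated, with medians of -1.04 and -1.14. A candidate explanation is a smaller share of RNA from the nervous system. A list of neuronal genes outside these classes, written before its values were looked at, had a median of -0.74 over 16 genes, and 0.91% of 10000 matched random lists had a median as low. 14 of the 16 genes had both 2004 samples below both OP50 samples, 3 were downregulated, and *syd-2* rose, with a log2 fold change of 0.87. The most abundant, *snb-1*, had 206 CPM with OP50 and 187 CPM with 2004, a log2 fold change of -0.19, so the fall was not shared by the whole list. A smaller share of all somatic tissue may be a further explanation. All 13 genes of a list of body muscle genes fell, with a median of -1.38, and 0 of 10000 matched random lists had a median as low. The most abundant, *unc-54*, had 665 CPM with OP50 and 216 CPM with 2004. With each sample left out in turn, the muscle median stayed between -1.45 and -1.29 and the neuronal median between -0.79 and -0.66. The lists fell by different amounts. How far other tissues also express their genes was not tested, so this difference cannot decide for or against a smaller share of somatic RNA. Lower expression within muscle and nerve cells remains open and was not tested.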

How the results depend on the processing

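The counts of DEGs moved by over 1.5 times under several alternatives. Without a filter on low counts there were 339 upregulated and 493 downregulated transcripts, with an adjusted p-value under 0.05 there were 125 and 208, and with glmTreat there were 84 and 135. The 125 and 208 and the 84 and 135 transcripts were all among the 703 and 1182. DESeq2 with 0.5 CPM in at least 1 sample gave 1102 and 1817, which included 703 of the 703 upregulated and 1172 of the 1182 downregulated transcripts of edgeR. With counts summed per gene, 1851 genes were downregulated against 1182 transcripts. Under the other alternatives (DESeq2 or limma-voom with the same filter, RLE size factors, library size alone, 0.5 CPM in at least 1 sample, 10 counts in every sample) the counts stayed within 1.5 times, between 573 and 1027 upregulated and between 879 and 1738 downregulated. Counts summed per gene moved less, with between 824 and 1018 upregulated and between 1632 and 1925 downregulated genes under these tools, normalizations and filters, no filter and DESeq2 with 0.5 CPM in at least 1 sample included, against 944 and 1851. No count of DEGs was made with a replicate left out, since 1 sample of that food would remain. In simulated transcripts with the dispersions that edgeR estimated from the real ones and no change, DESeq2 made 134 calls and edgeR 0. These transcripts were drawn independently, without reads shared within a gene, so they cannot rank the tools on the real data. At 2 samples per food the transcript counts depend on the tool. Which difference between the tools is the cause was not tested.

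The replicate numbers are shared by the foods, but nothing in the paper or the labels says that they pair the samples. The correlation between the foods of the differences between replicates 1 and 2 was -0.10 for transcripts and -0.11 for summed counts. With the replicate number as a block, 0 transcripts were upregulated and 0 downregulated (3463 had an unadjusted p-value under 0.05), and 0 of the 6 named transcripts were called. With counts summed per gene, the same block left 923 upregulated and 1785 downregulated genes. With the numbers crossed as a block, an alternative chosen after seeing the data, 0 were upregulated and 0 downregulated (4637 had an unadjusted p-value under 0.05).

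Of the 6 transcripts drawn or named as higher in Fig. 3D, Fig. 3E and Table S7 (*gst-6*, *gst-17*, *gst-18*, *gst-28*, *daf-16 h* and *skn-1* T19E7.2c.1), 3 passed both thresholds, 0 did so without a filter, and 6 did so under DESeq2 with 0.5 CPM in at least 1 sample. *daf-16 h* missed the threshold with edgeR at each normalization and at each filter under which it was tested, and passed it with DESeq2 (log2 fold change 6.51 with either filter) and with limma-voom (9.57). Its gene's summed count passed the adjusted p-value threshold with a log2 fold change of 0.58. With each sample left out, its log2 fold change ranged from 5.51 to 14.90. The upper value, without OP50 replicate 1, is set by a remaining OP50 count of 0 and is no estimate. T19E7.2c.1 passed with DESeq2 and 0.5 CPM in at least 1 sample (7.70) and not with edgeR, and its value ranged from 0.35 to 8.67 with each sample left out, the lowest without 2004 replicate 2. The summed *skn-1* count passed an adjusted p-value of 0.1 with DESeq2 (0.33 with either filter) and with library size alone (0.36). With each sample left out, the summed count of *daf-16* ranged from 0.42 to 0.77 and that of *skn-1* from 0.21 to 0.42.

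Directions that reversed were those of values near 0 and of transcripts against their gene's sum. T19E7.2a, at -0.0025, was above 0 with DESeq2 (0.0083, and 0.015 with 0.5 CPM in at least 1 sample), RLE size factors (0.0082), library size alone (0.065), 0.5 CPM in at least 1 sample (0.0055), no filter (0.0084), 10 counts in every sample (0.0018) and counts summed per gene (0.31), and ranged from -0.27 to 0.23 with each sample left out. Summed per gene, the log2 fold change was 0.58 for the gene of R13H8.1f, 0.31 for that of T19E7.2b, 0.43 for that of both *npp-9* transcripts, 0.50 for that of W07G4.3.3 and -0.029 for that of ZK863.6.3. Here the alternative shows the cause, since other transcripts of these genes moved the other way. The summed count of *act-1* ranged from -0.063 to 0.55 with each sample left out, the lowest without OP50 replicate 2.

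Of the 23 gene lists, 9 passed an adjusted p-value of 0.1 with camera. The number was 0 with fry and 0 with camera at an estimated correlation, and between 7 and 11 under the other alternatives. The heat shock protein list, at -0.027, was above 0 with library size alone (0.0016), 10 counts in every sample (0.062), listed transcripts (0.15) and the replicate block (0.062), and ranged from -0.041 to 0.42 with each sample left out. Lists near 0 also changed sign when a sample was left out, where the superoxide dismutase, catalase and peroxiredoxin list ranged from -0.15 to 0.11, lysozymes from -0.26 to 0.25, amino acid metabolism from -0.091 to 0.021 and SKN-1 targets from -0.46 to 0.16. In each of these lists the sign changed without OP50 replicate 2. Of the other results for single lists, 21 fell short of the threshold they had passed and 5 passed one they had missed. For single transcripts the counts were 22 and 1. The cause of these changes was not tested.

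Scaling moved the median log2 fold change of all tested transcripts from -0.026 with TMM to 0.028 with library size alone, and the share of upregulated among called transcripts from 37.3% to 44.0%. Depth limits *gst-17* and *gst-18*, whose OP50 counts were 0, to lower bounds.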

Differences from the paper's values

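The paper reports 1102 upregulated DEGs, and edgeR called 703. It reports 1817 downregulated DEGs, and edgeR called 1182. Among the alternatives set before the data were examined, DESeq2 with 0.5 CPM in at least 1 sample gave 1102 and 1817. DESeq2 with the main filter gave 1027 and 1738, counts summed per gene 944 and 1851, 10 counts in every sample 777 and 1410, and limma-voom 743 and 1280, each within 1.5 times of the paper's counts. RLE size factors (717 and 1177), library size alone (690 and 879), 0.5 CPM in at least 1 sample with edgeR (573 and 915), no filter (339 and 493), the replicate block (0 and 0), an adjusted p-value under 0.05 (125 and 208) and glmTreat (84 and 135) did not close the gap. The copy of Table S7 read here held 1998 of the 2919 DEGs. Of its rows, 1997 matched a listed transcript, and in 1984 the paper's log2 fold change lay within 0.01 of DESeq2 with 0.5 CPM in at least 1 sample.

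The expression levels of Fig. 3D and 3E are described as log2(CPM + 2). On that scale *gst-6* was at 2.79 with OP50 and 4.53 with 2004, against about 5.4 and about 6.9 in Fig. 3D, read by eye. On the scale of the natural logarithm of (count + 2), chosen after seeing the values, *gst-6* was at 5.44 and 6.89. The same scale also gave *gst-17* (0.69 and 3.43, about 0.69 and about 3.4 in Fig. 3D), *gst-18* (0.69 and 3.67, about 0.7 and about 3.7 in Fig. 3D), *gst-28* (4.34 and 6.24, about 4.3 and about 6.2 in Fig. 3D) and *skn-1* summed over its transcripts (9.48 and 9.71, about 9.5 and about 9.7 in Fig. 3E). The summed level of *daf-16* was 6.49 with OP50 and 7.11 with 2004 on the scale log2(CPM + 2), and 8.33 and 8.75 on that of the natural logarithm of (count + 2), against about 4.2 and about 4.4 in Fig. 3E, read by eye. Of the alternatives set before the data were examined, the natural logarithm of (CPM + 2) gave 4.50 and 4.93, within 1.5 times of those values, and log2(CPM + 4) gave 6.52 and 7.13, which were not. The sample values of Table S7 lay within 0.01 of log2(normalized count + 4), with DESeq2's size factors, in 100% of the values compared, and within 0.01 of log2(CPM + 2) in 0% of them.

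The paper lists *daf-16 h* and a *skn-1* transcript among its upregulated DEGs. The paper's log2 fold change of 6.51314 for *daf-16 h* compares with 6.54 here, and its 7.69972 for T19E7.2c.1 with a log2 ratio of 7.67, but with edgeR *daf-16 h* had an adjusted p-value of 0.125 and T19E7.2c.1 was not tested. DESeq2 called *daf-16 h* with either filter, and limma-voom called it too. DESeq2 with 0.5 CPM in at least 1 sample called T19E7.2c.1. The paper shows *gst-17* as upregulated in Fig. 3D. It was not tested with the main filter, and DESeq2 with 0.5 CPM in at least 1 sample gave an adjusted p-value of 0.0160. The paper draws fatty acid and amino acid metabolism from the downregulated DEGs and glutathione metabolism from the upregulated DEGs. Lists by class name tested here in place of these terms had medians of -0.13, -0.060, -0.26 (glutathione S-transferases) and 0.18 (glutathione synthesis and peroxidases). None passed camera's threshold. Camera tests a shift of a whole list, whereas the paper tested overrepresentation of terms among called genes. A list with genes called in both directions can miss camera's threshold and still be overrepresented, so these values do not contradict the paper.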

Other observations

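In this part, all tests except the camera tests, which were set with the design, were chosen after the result was seen, those of the embryonic factors against matched random lists and of the embryonic sheath list before their own values were looked at. The division of a gene's reads among its transcripts may account for part of the transcript-level results. In 10 of 10 bins of expression, transcripts of genes with several tested transcripts differed more between replicates than those of genes with 1, and 32.1% differed over 2-fold, against 1.45% for the same genes' summed counts. For *skn-1*, T19E7.2c.1 held 39.2% of the gene's CPM in 2004 replicate 2 and 0.132% in 2004 replicate 1. The gene's total in replicate 2 was 1.08 times that in replicate 1, while T19E7.2c.1 was 144 CPM higher and T19E7.2a was 118 CPM lower. These values are in line with reads assigned to T19E7.2c.1 in place of T19E7.2a in that library, as a hypothesis. For *daf-16*, the summed count was higher in both 2004 samples than in both OP50 samples, with a log2 fold change of 0.58, which the division of reads forbids, so the higher *daf-16* total has another origin. The rise of R13H8.1h beyond the total cannot be told apart from a division of reads in these counts. The paper's qPCR, in animals also given FUdR, found *daf-16 h* and *daf-16* slightly higher and *skn-1* not significantly so. Other *daf-16* transcripts fell by 30.1 CPM, which balances 38.4% of the 78.4 CPM by which R13H8.1h rose. Of the exonic bases of R13H8.1h, 72 lie in no other listed transcript, R13H8.1c.2 and R13H8.1g not compared.

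Embryonic transcription factor genes were higher in animals fed 2004, with a median log2 fold change of 0.92 over 19 genes. Of 10000 random lists matched on mean count and exonic length, 1 had a median as high, which argues against length and expression level as the cause. A candidate explanation is more or older embryos inside the animals. In a separate list of 13 genes of the embryonic sheath and hatching, 12 were higher, 8 were upregulated and the median was 1.97, and 0 of 10000 matched random lists had a median as high. How many of these genes adult tissues also express was not tested. The most abundant gene of that list, *egg-6*, was at 349 CPM with OP50 and 403 CPM with 2004. The next, *dpy-17*, was at 15.1 and 56.4 CPM. Germline and oocyte genes had a median of 0.25 (camera adjusted p = 0.0905) and ranged from 0.093 (without OP50 replicate 2) to 0.46 (without OP50 replicate 1) with each sample left out, below the embryonic factors at 0.89 to 0.95, which argues against a larger germline as the whole cause. The paper's text places strain 2004 among the strains on which animals grew almost normally, while the legend of Fig. 1A lists it among those that led to bags of worms, in which eggs are retained. Eggs were not counted in the sequenced animals, and an earlier or later reproductive schedule remains open.

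The list of DAF-16 target genes was lower in animals fed 2004, with a median of -0.55 over 22 genes (1 upregulated, 6 downregulated, camera adjusted p = 0.0982). It missed camera's threshold with 0.5 CPM in at least 1 sample (adjusted p = 0.120), listed transcripts (0.530) and an estimated correlation (0.871). The list also missed the threshold with fry (adjusted p = 0.130). Of 10000 matched random lists, 2.82% had a median as low. The median was -0.94 without OP50 replicate 1 and -0.17 without OP50 replicate 2. Whether DAF-16 raises or lowers each listed gene was not used, so the median does not measure DAF-16 activity. With library size alone the median was -0.51, so the choice between TMM and library size did not set its direction. The swap moved the median of all tested genes only from -0.028 to 0.022, so it could not test larger scaling errors. The ferritin gene *ftn-1*, a member of the list, fell by 3.78 on the log2 scale (adjusted p = 2.4e-05, edgeR). The SKN-1 target list had a median of -0.16 (camera adjusted p = 0.787), which was 0.16 without OP50 replicate 2 and -0.46 without 2004 replicate 2.

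Other lists gave the following values. Ribosomal protein genes had a median of -0.40 (camera adjusted p = 0.0112), which was -0.17 without OP50 replicate 1 and -0.26 without 2004 replicate 1. Vitellogenins had a median of -1.07 (camera adjusted p = 0.0357). Vitellogenin transcripts took 9.54% and 11.26% of all counts in the OP50 samples and 7.07% and 8.16% in the 2004 samples. The propionate shunt (median -0.59), the methionine cycle (0.13), fasting-induced genes (1.02) and major sperm proteins, of which 2 genes were tested (-3.10, or -2.37 with the gene at 0 set at its bound), did not pass camera's threshold. These medians also depended on single samples. That of the propionate shunt was -0.37 without OP50 replicate 2, and that of the methionine cycle was 0.069 without 2004 replicate 1 and 0.23 without 2004 replicate 2. The median of the fasting-induced genes was 0.63 without OP50 replicate 1 and 1.67 without OP50 replicate 2, and that of the fitted values of the major sperm proteins, no bound, was -4.75 without 2004 replicate 2. The glutathione transferase gene *gsto-1*, which the paper does not name and which was chosen after its value was seen, had 42 and 81 counts with OP50 and 4653 and 4271 with 2004, a log2 fold change of 6.18 (standard error 0.20, adjusted p = 5.4e-08, edgeR).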
